# PIK3CA mutation in endometriotic epithelial cells promotes viperin-dependent inflammatory response to insulin

**DOI:** 10.1186/s12958-023-01094-6

**Published:** 2023-05-11

**Authors:** Mike R. Wilson, Shannon Harkins, Jake J. Reske, Rebecca A. Siwicki, Marie Adams, Victoria L. Bae-Jump, Jose M. Teixeira, Ronald L. Chandler

**Keywords:** Insulin, Phosphatidylinositide 3-kinase, Endometrium, Endoplasmic reticulum stress, Interferon

## Abstract

Endometrial epithelia are known to harbor cancer driver mutations in the absence of any pathologies, including mutations in PIK3CA. Insulin plays an important role in regulating uterine metabolism during pregnancy, and hyperinsulinemia is associated with conditions impacting fertility. Hyperinsulinemia also promotes cancer, but the direct action of insulin on mutated endometrial epithelial cells is unknown. Here, we treated 12Z endometriotic epithelial cells carrying the PIK3CA^H1047R^ oncogene with insulin and examined transcriptomes by RNA-seq. While cells naively responded to insulin, the magnitude of differential gene expression (DGE) was nine times greater in PIK3CA^H1047R^ cells, representing a synergistic effect between insulin signaling and PIK3CA^H1047R^ expression. Interferon signaling and the unfolded protein response (UPR) were enriched pathways among affected genes. Insulin treatment in wild-type cells activated normal endoplasmic reticulum stress (ERS) response programs, while PIK3CA^H1047R^ cells activated programs necessary to avoid ERS-induced apoptosis. PIK3CA^H1047R^ expression alone resulted in overexpression (OE) of Viperin (RSAD2), which is involved in viral response and upregulated in the endometrium during early pregnancy. The transcriptional changes induced by insulin in PIK3CA^H1047R^ cells were rescued by knockdown of Viperin, while Viperin OE alone was insufficient to induce a DGE response to insulin, suggesting that Viperin is necessary but not sufficient for the synergistic effect of PIK3CA^H1047R^ and insulin treatment. We identified interferon signaling, viral response, and protein targeting pathways that are induced by insulin but dependent on Viperin in PIK3CA^H1047R^ mutant cells. These results suggest that response to insulin signaling is altered in mutated endometriotic epithelial cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12958-023-01094-6.

## Introduction

PIK3CA is a component of the Phosphoinositide 3-kinase (PI3K), an enzyme that regulates cellular growth and proliferation. PIK3CA (also called p110α) is the catalytic subunit of PI3Kα. Components of the PI3K-AKT-mTOR pathway are regularly mutated across cancer, with PIK3CA among the most frequently mutated genes [1]. PIK3CA mutations occur most commonly in endometrial cancer (EC) relative to other cancers [1], and most ECs have a mutation in the PI3K pathway [2, 3]. PIK3CA mutations are also observed in both endometriosis and endometriosis-associated ovarian cancer, such as ovarian clear-cell carcinoma, conditions thought to be derived from abnormal endometrial epithelium [4–9]. Furthermore, PIK3CA mutations have been observed at high frequency in normal endometrial epithelial cells without cancer or endometriosis [4, 10, 11]. PIK3CA mutant endometrial epithelial cells can expand clonally within an epithelial gland, while unique PIK3CA mutations are observed among distinct glands in the same uterus [4, 10, 11].

Insulin is a peptide hormone secreted by the pancreas that regulates glucose homeostasis, and high levels of circulating insulin can activate the PI3K-AKT-mTOR pathway which promotes growth in cancer cells [12]. Insulin secretion increases during early pregnancy [13], during which time it directly activates glycogen synthesis in endometrial glands [14]. Hyperinsulinemia is a common feature among conditions that impact fertility, including obesity [15], type 2 diabetes mellitus [16] and polycystic ovarian syndrome (PCOS) [17]. Among women with PCOS, those with pregnancy complications had elevated serum insulin levels compared to those without pregnancy complications [18]. Endometria in women with PCOS have impaired glucose transport and utilization, chronic low-grade inflammation, and immune dysfunction [17]. PCOS and endometriosis can co-occur in women, and PCOS increases endometrial cancer risk [19–21]. Hyperinsulinemia is also an independent risk factor for EC [12] and ovarian cancer [22], although associations between different types of ovarian cancer and hyperinsulinemia are less understood.

Give the links between abnormal endometrium and conditions associated with hyperinsulinemia, we hypothesized that insulin may have a direct impact on endometrial epithelia, and that the response to insulin would be altered in cells that have acquired a PIK3CA mutation. We identified a unique response to insulin dependent on PIK3CA mutation, leading to changes in ERS and interferon response. These gene expression alterations were driven by aberrant expression of Viperin [23], an interferon-inducible protein upregulated in the endometrium during early pregnancy [24], in PIK3CA-mutant cells. Knockdown of Viperin rescued this effect, while Viperin OE was insufficient, implicating a unique role for Viperin in the context of PIK3CA-mutant, insulin responsive cells. These results suggest that the effects of insulin are augmented in the presence of PIK3CA mutation as a result of Viperin overexpression.

## Methods

### Cell lines and treatments

12Z immortalized human endometriotic epithelial cells [25] were maintained in DMEM/F12 media (BioWest, cat# L0091) supplemented with 10% fetal bovine serum (FBS), 1% L-glutamine, 1% penicillin/streptomycin (P/S), 15 mM HEPES and 3.151 g/L D-glucose. For transfections, 12Z cells were seeded at 40,000 cells/mL in media without P/S. After 24 h (hrs), cells were transfected with 50 pmol/mL of siRNA (Dharmacon, ON-TARGETplus Non-targeting Pool, human RSAD2 #91,543 SMARTpool) using RNAiMax (ThermoFisher) at a volumetric ratio of 1:1 vol:vol in OptiMEM (Gibco). After 24 h, cells were transfected with 1,000 ng/mL with pBabe PIK3CA^H1047R^, pBabe empty vector, pCAG Viperin or pCAG empty vector using FuGene HD transfection reagent (Promega) according to the manufacturers’ instructions at 2:1 volume:mass. Media was replaced after 4 h. The pBabe PIK3CA^H1047R^ plasmid was a gift from Jean Zhao (Addgene plasmid 12,524) [26]. The pCAG Viperin plasmid was a gift from Ella Sklan [27]. The following day, serum was removed from the media, and after 4 h 100 nM insulin (Sigma-Aldrich, cat# 19,278) or vehicle (1:1000 dilution of 0.9% saline, 0.02% BSA) was added. Cells were collected 24 h post-treatment for downstream analysis. For cell growth measurements, cells were treated with tunicamycin concentrations ranging from 1 nM to 100 nM for 48 h, and cell density was measured by incubation with 2 µg/mL calcein-AM for 1 h and fluorescence measurement using a SpectraMax i3x (Molecular Devices).

### Western blotting

Whole cell lysates were collected in RIPA (Cell Signaling). Protein was quantified using Micro BCA Protein Assay Kit (ThermoFisher) and FlexSystem3 plate reader. Samples were run on a 4–15% gradient SDS-PAGE gel (BioRad) and transferred to PVDF membrane using TransBlot Turbo (BioRad). Antibodies were used at these dilutions: 1:1000 AKT (4691, Cell Signaling); 1:1000 β-Actin (8457, Cell Signaling); 1:2000 Phospho-AKT (Ser473) (4060, Cell Signaling); 1:1000 Viperin (MABF106, Millipore); 1:2000 Anti-rabbit IgG, HRP-linked Antibody (7074, Cell Signaling) and 1:2000 Anti-mouse IgG, HRP-linked Antibody (7076, Cell Signaling). Exposures were obtained using Clarity Western ECL Substrate (BioRad) and ChemiDoc XRS + imaging system (BioRad). Uncropped images are available in Supplemental Fig. 2.

### mRNA-seq library construction, sequencing and analysis

RNA-seq was performed on n = 3 independent experiments for each condition. Libraries were prepared by the Van Andel Genomics Core from 500 ng of total RNA using KAPA mRNA HyperPrep kit (v4.17) (Kapa Biosystems). RNA was sheared to 300–400 bp. Prior to PCR amplification, cDNA fragments were ligated to IDT for Illumina unique dual adapters (IDT DNA Inc). Quality and quantity of libraries were assessed using Agilent DNA High Sensitivity chip (Agilent) and QuantiFluor® dsDNA System (Promega). Individually indexed libraries were pooled and 50 bp, paired end sequencing was performed using a Illumina NovaSeq6000 sequencer and S2, 100 cycle sequencing kit (Illumina). Each library was sequenced to an average raw depth of 25-30 M reads. Base calling was done by Illumina RTA3 and output of NCS was demultiplexed and converted to FastQ format with Illumina Bcl2fastq v1.9.0.

Generated, raw, 50 bp paired-end reads were trimmed via *cutadapt* [28] and *Trim Galore!* (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Quality control was performed using *FastQC* [29] and *MultiQC* [30]. Trimmed reads were aligned to hg38 genome assembly, indexed to GENCODE [31] (vM16) GFF3 annotation via *STAR* [32] aligner with flag ‘--quantMode GeneCounts’ for feature counting. Reverse-stranded, gene-level counts extracted from STAR output files were constructed into an experimental read count matrix using R. Low count genes (< 1 count/sample average) were filtered prior to *DESeq2* [33, 34] count normalization and subsequent differential expression analysis. Calculated differential expression probabilities were corrected for multiple testing by independent hypothesis weighting [35] for downstream analysis. A significance threshold of FDR < 0.001 was used for differentially expressed genes. Hallmark pathways and Gene Ontology Biological Processes (GOBP) gene sets were retrieved from MSigDB [36]. *ClusterProfiler* [37] was used to compute and visualize pathway enrichment of GOBP gene sets to respective gene universes, detailing the significance of the enrichment and number of genes involved previously described [38–41]. *eulerr* [42] was used to produce proportional Euler diagrams. R [43] and GraphPad Prism 9 software were used for many applications. EC cell line mutation data was obtained from the Cancer Cell Line Encyclopedia [44].

## Results and discussion

### PIK3CA mutation dramatically alters gene expression response to insulin

Of the 28 primary EC cell lines characterized by the Cancer Cell Line Encyclopedia [44], all cell lines harbor mutations in either ARID1A or TP53 (Supplemental Fig. 1). ARID1A and TP53 mutations are not observed in the normal endometrium [4, 10] and, in mice, heterozygous loss of either of these genes is sufficient for endometrial tumorigenesis in the context of co-occurring PIK3CA mutation [39, 45]. Therefore, given presence of pre-existing mutations, EC cell lines cannot be used to accurately model the phenotypic effects of acute mutation induction in cancer driver genes. Alternatively, the 12Z cell line are immortalized cells derived from ectopic endometriosis [25] and represent authentic endometriosis cells [46]. 12Z cells are not known to harbor cancer driver mutations, and they have been used to study the phenotypic effects of genetic mutations [38–40, 47–49]. Therefore, to determine the effects of genetic mutation and insulin signaling on endometrial cells, we utilized the 12Z cell model [25].

12Z cells were serum-starved and treated with doses of insulin between 1 nM and 100 nM, and AKT phosphorylation was observed in a dose-dependent manner (Fig. 1A), validating the model system. We performed RNA-seq on 12Z cells treated with 100 nM insulin and found 510 significant (FDR < 0.001) differentially expressed genes (DEG) following insulin treatment (Fig. 1B). There were 172 genes with increased expression following insulin treatment, and we examined which GOBP terms were enriched among these genes. Pathways related to oxygen levels and ribonucleotide metabolism were upregulated in 12Z cells following insulin treatment (Fig. 1C). Similarly, there were 338 genes downregulated following insulin treatment, and these genes were enriched for pathways related to extracellular matrix organization and cell adhesion, among others (Fig. 1D).

**Fig. 1:**
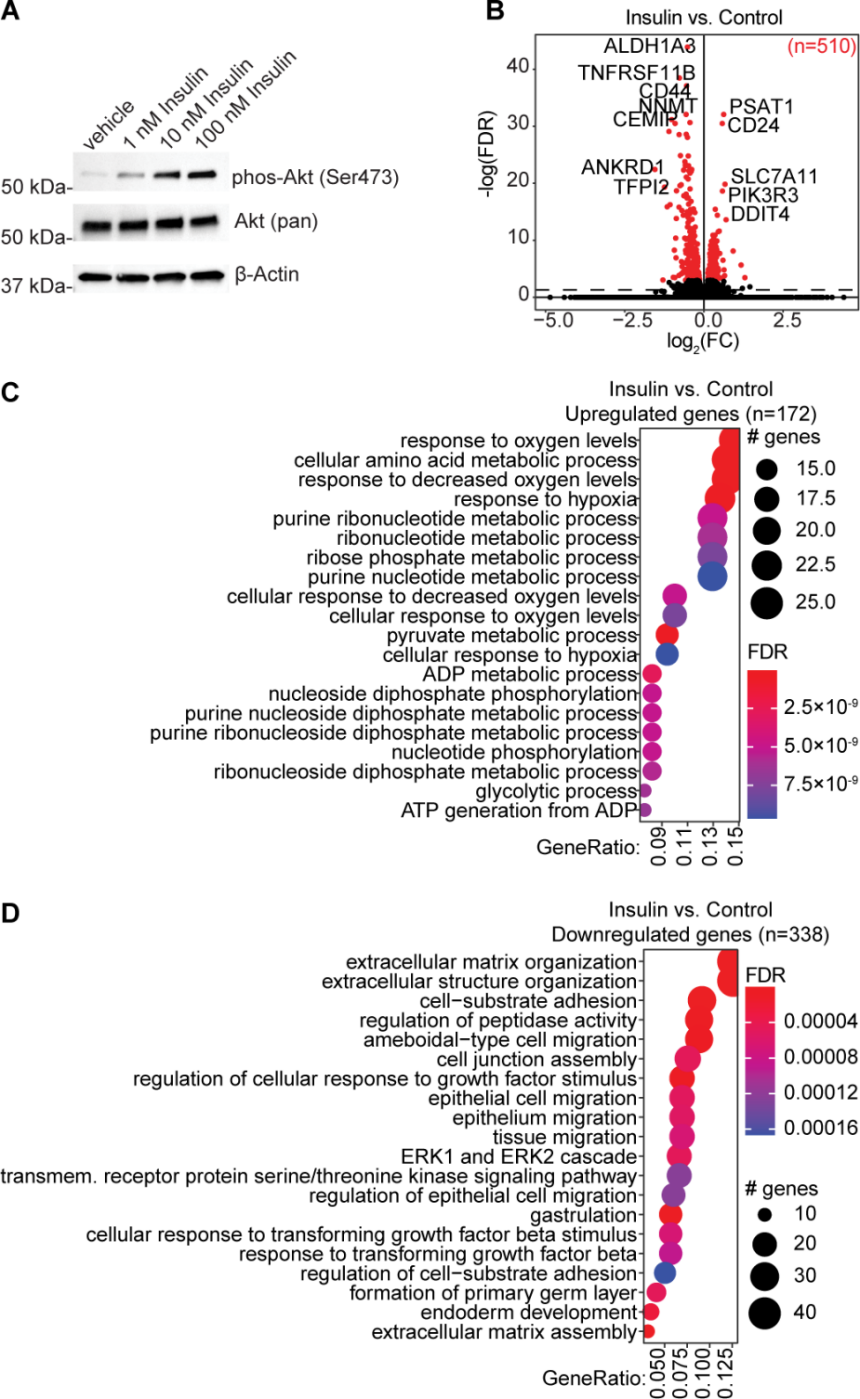
Insulin treatment of endometriotic epithelial cells results in differential gene expression. **A**, Western blot of dose response of 12Z cells to insulin for phospho-AKT (Serine 473), AKT and β-Actin. Uncropped images are available in Supplemental Fig. 2. **B**, Volcano plot of DGE in 12Z cellstreated with 100 nM insulin vs. vehicle. *FDR* < 0.001 significant genes are red. **C-D**, GOBP enrichment among genes upregulated (C) or downregulated (D) following insulin treatment

Given the shared roles for hyperinsulinemia and PIK3CA mutation in activating the PI3K-AKT-mTOR pathway, [12, 50], we next explored the role of PIK3CA mutation in response to insulin signaling. The most frequently mutated amino acid residue of PIK3CA in EC is histidine 1047, with the most common substitution being arginine (H1047R)[51]. This mutation is an activating mutation in the kinase domain [52] and is commonly observed in the normal endometrium [4, 10]. 12Z cells were transfected with PIK3CA^H1047R^ OE plasmid, with or without insulin co-treatment. As expected, PIK3CA^H1047R^ expression increased AKT phosphorylation, but an additive effect of insulin treatment and PIK3CA^H1047R^ expression on phos-AKT was not observed (Fig. 2A). We performed RNA-seq on 12Z cells following these treatments and considered the effects of PIK3CA^H1047R^ OE on the response to insulin treatment. PIK3CA^H1047R^ cells displayed significant (FDR < 0.001) differential expression of 4,569 genes upon insulin treatment (Fig. 2B), a roughly 9-fold increase in the number of genes affected by insulin signaling (Fig. 1B). Most of the genes affected by insulin in the control cells were also affected in PIK3CA^H1047R^ cells (68.8%), while an additional 4,218 genes were also differentially expressed in this context (Fig. 2C). These results suggest PIK3CA^H1047R^ expression is a major determinant of differential response to insulin in the endometrial epithelial cells. Among genes affected by insulin in either control cells or PIK3CA^H1047R^ cells, those upregulated by insulin in control cells were upregulated to a greater degree in PIK3CA^H1047R^ cells treated with insulin, in contrast to downregulated genes in this group (Fig. 2D). Genes upregulated by insulin in PIK3CA^H1047R^ cells were enriched for ncRNA metabolic process, response to virus and interferon production (Fig. 2E), while genes downregulated by insulin in PIK3CA^H1047R^ cells were enriched for protein targeting and localization to ER (Fig. 2F).

**Fig. 2:**
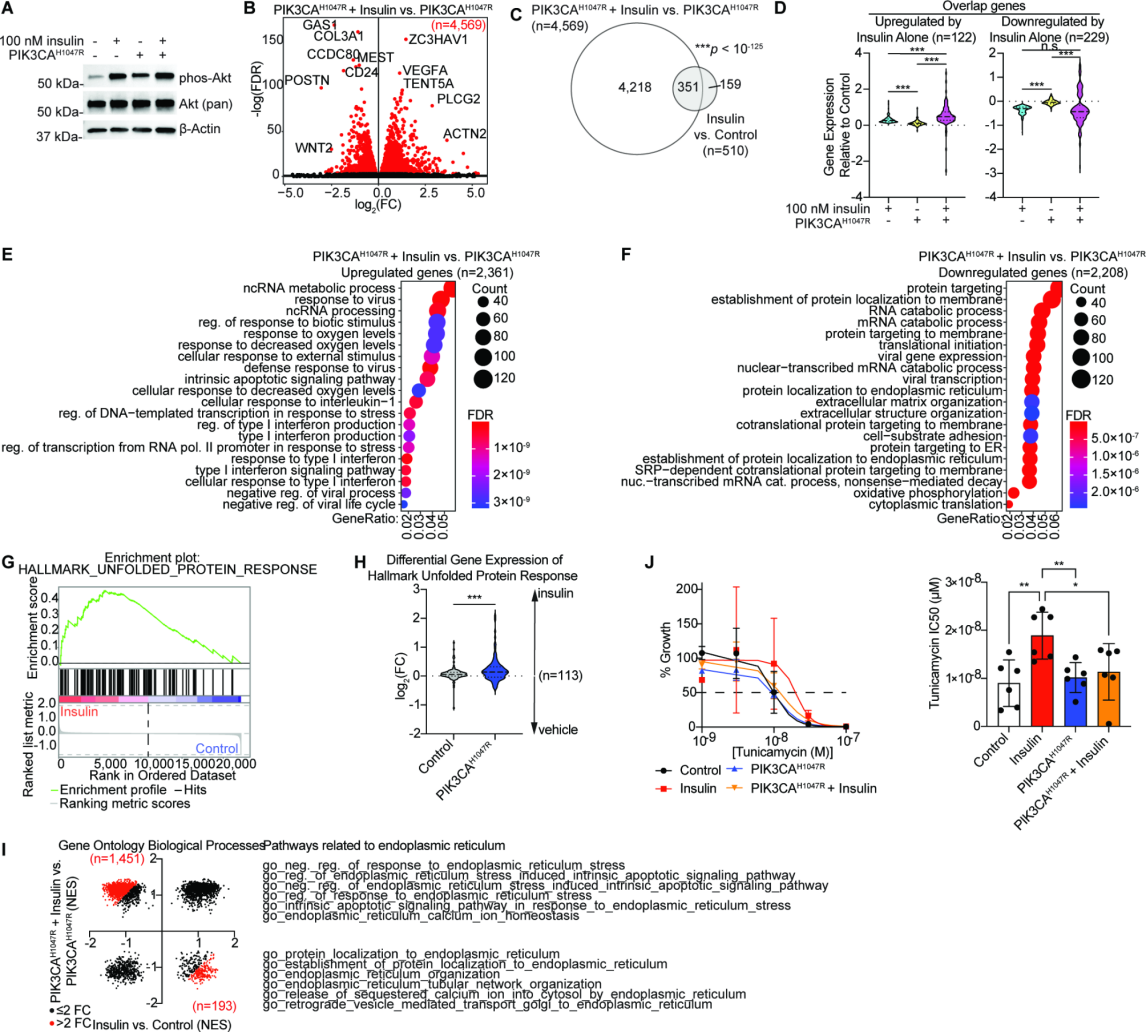
Overexpression of a mutated PIK3CA alters the response of endometrotic epithelial cells to insulin. **A**, Western blot of 12Z cell expression of phospho-AKT (Serine 473), AKT and β-Actin following PIK3CA^H1047R^ expression and insulin treatment. Uncropped images are available in Supplemental Fig. 2. **B**, Volcano plot of DGE in PIK3CA^H1047R^ 12Z cells treated with 100 nM insulin relative to vehicle, *FDR* < 0.001. Significant genes red. **C**, Euler diagram of overlapping DEG in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ and Insulin vs. Control. Statistic is hypergeometric enrichment. **D**, Violin plot of fold-change values relative to control for Insulin, PIK3CA^H1047R^ and PIK3CA^H1047R^ + Insulin for overlapping genes from F which are upregulated (n = 122, left) or downregulated (n = 229, right) in Insulin vs. Control. Statistic is paired *t*-test. **E-F**, GOBP enrichment among genes upregulated (E) or downregulated (F) in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^. **G**, GSEA plot of enrichment of Insulin vs. Control datasets for Hallmark UPR. **H**, Fold-change values for Hallmark UPR genes following insulin treatment in control or PIK3CA^H1047R^ cells. Statistic is paired *t*-test. **I**, Normalized Enrichment Scores (NES) from GSEA for GOBP, Insulin vs. Control (x-axis) or PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ (y-axis). Pathways with an absolute difference > 2 are red. Pathways related to ER are listed which are upregulated in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ (top) or for Insulin vs. Control (bottom). **J**, Tunicamycin dose response in Insulin, PIK3CA^H1047R^, PIK3CA^H1047R^ + Insulin or control cells (left) and IC50 values (right). Statistic is unpaired *t*-test. *p < 0.05, **p < 0.01, ***p < 0.001. Western blots are representative of n = 2 independent experiments

Both PIK3CA and insulin signaling have been shown to regulate ERS through the UPR pathway [53], so we examined the Hallmark UPR pathway and observed upregulation of this pathway in cells responding to insulin (Fig. 2G). However, the fold-change in UPR pathway genes in response to insulin was greater in PIK3CA^H1047R^-expressing cells (Fig. 2H). A more specific analysis of pathways related to ER processes revealed that insulin treatment in control cells upregulates ER organization and ER protein localization in control cells, while insulin treatment in PIK3CA^H1047R^-OE cells downregulates these pathways (Fig. 2I). Similarly, pathways related to negative regulation of ER stress and ER stress-induced apoptosis were upregulated in PIK3CA^H1047R^-expressing cells treated with insulin but downregulated in control cells treated with insulin (Fig. 2I). Next, we tested whether differences in cell growth under conditions of ER stress could be observed between these conditions through the additional activation of ER stress through tunicamycin treatment. We observed a resistance to tunicamycin in control cells treated with insulin, but insulin treatment did not afford this resistance to PIK3CA^H1047R^-expressing cells (Fig. 2J). These results suggest that, while cells normally activate the UPR upon insulin signaling, the magnitude of gene expression change, specific pathways and sensitivity to ER stress are altered in PIK3CA^H1047R^ cells.

### Overexpression of Viperin/RSAD2 is necessary for response of PIK3CA mutant cells to insulin

We next wanted to characterize the mechanism by which PIK3CA^H1047R^ alters response to insulin. We examine the genes which were differentially expressed upon PIK3CA^H1047R^ OE alone relative to control cells and observed differential gene expression (DGE) of only 30 genes. The gene with the greatest absolute fold-change following PIK3CA^H1047R^ expression was RSAD2 (Fig. 3A). RSAD2 is a radical S-adenosylmethionine (SAM) domain-containing protein also called Viperin, which can inhibit viral replication and is usually induced by interferons or directly by viruses [23]. Upregulation of Viperin by PIK3CA^H1047R^ was confirmed by western blot (Fig. 3B). To explore the role of RSAD2 in endometriotic epithelial cells in several context, we transfected 12Z cells with siRNA targeting RSAD2 (siRSAD2) and confirmed knockdown by western blot (Fig. 3B). By RNA-seq, knockdown of RSAD2 resulted in significant DGE of 2,175 genes (Fig. 3C). These 2,175 genes were enriched for protein targeting, protein localization and extracellular matrix pathways (Fig. 3D). Following knockdown of RSAD2, insulin treatment resulted in a DGE of 576 genes (Fig. 4A), comparable to the number affected by insulin treatment in control cells (Fig. 1B). The DGE induced by insulin in siRSAD2 cells significantly overlapped with DGE in control cells treated with insulin (Fig. 4B). When we knocked down expression of RSAD2 in PIK3CA^H1047R^ cells and then treated with insulin, we observed DGE of 318 genes (Fig. 4C), which is only 7.2% the number of genes affected in PIK3CA^H1047R^ cells treated with insulin, suggesting a rescue of the effect observed following the combination of PIK3CA^H1047R^ OE and insulin. Most of these 318 genes were also affected by insulin in PIK3CA^H1047R^ cells (Fig. 4D). The 4,352 genes rescued by RSAD2 knockdown were enriched for RNA catabolism, protein targeting and response to virus pathways (Fig. 4E). Since RSAD2 knockdown alone affected gene expression, we asked whether RSAD2 knockdown affects any of the same genes affected by insulin treatment of PIK3CA^H1047R^ cells and observed a significant overlap (Fig. 4F). Surprisingly, the direction of gene expression change was the same for most these genes (79.8%, Fig. 4G,H), meaning that knockdown of RSAD2 in control cells in some cases had the same effect as insulin treatment in PIK3CA^H1047R^ cells for 892 of these 1,114 genes. Among these, genes which were downregulated in both cases were enriched for protein targeting and translation (Fig. 4I), while genes downregulated by siRSAD2 in control cells but upregulated by insulin in PIK3CA^H1047R^ cells were enriched for neuron death and response to virus pathways (Fig. 4J).

**Fig. 3:**
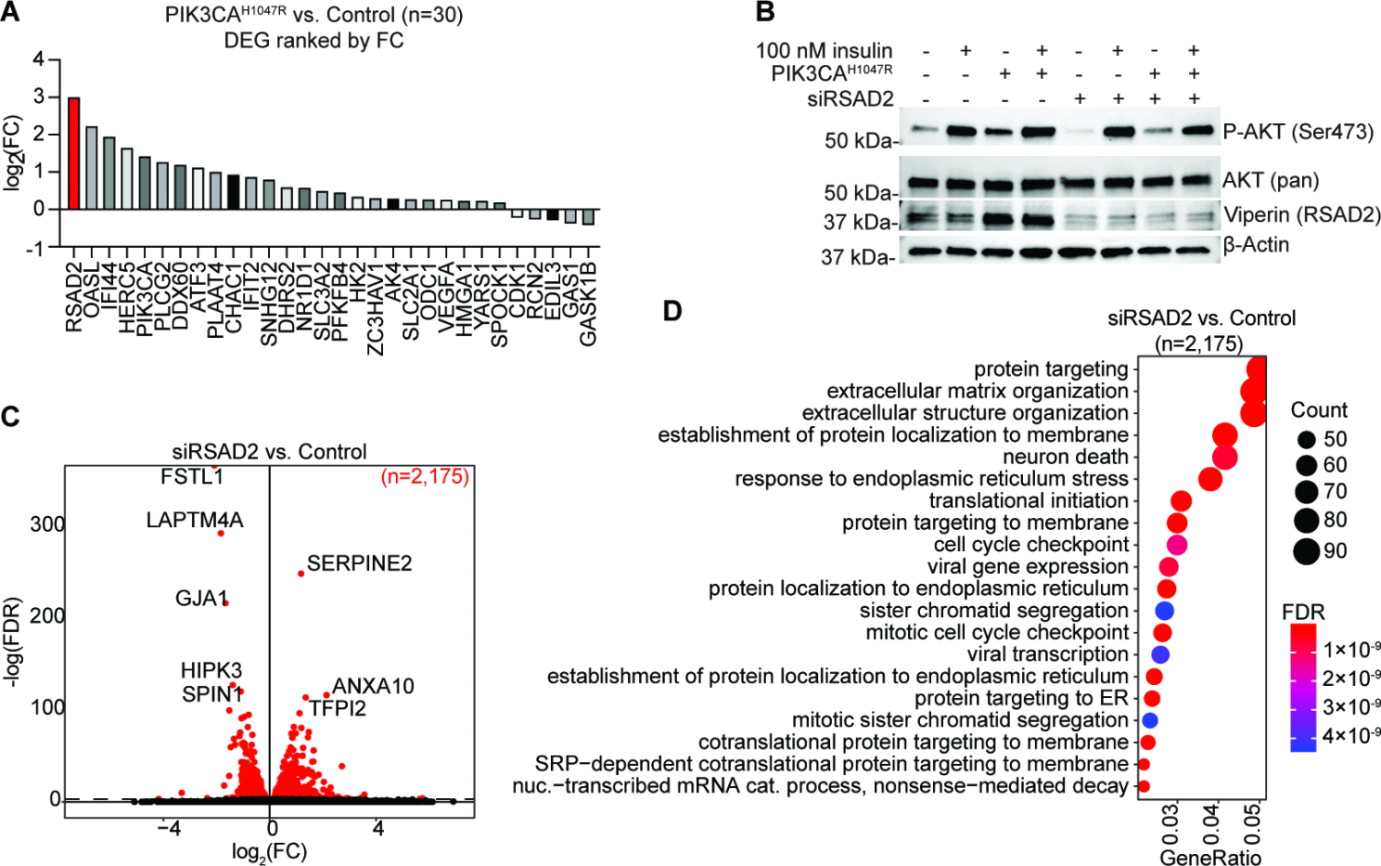
PIK3CA ^H1047R^ results in upregulation of RSAD2. **A**, Ranking of DEG in PIK3CA^H1047R^ vs. control dataset (n = 30) based on fold-change value. Gene ranked first is labeled in red. **B**, Western blot of 12Z cell expression of Viperin, phospho-AKT, AKT and β-Actin following siRSAD2, PIK3CA^H1047R^ and insulin treatment. Western blots are representative of n = 2 independent experiments. Uncropped images are available in Supplemental Fig. 2. **C**, Volcano plot of DGE in siRSAD2 vs. control, *FDR* < 0.001. Significant genes are labeled in red. **D**, GOBP enrichment among genes differentially expressed in siRSAD2 vs. control dataset

**Fig. 4:**
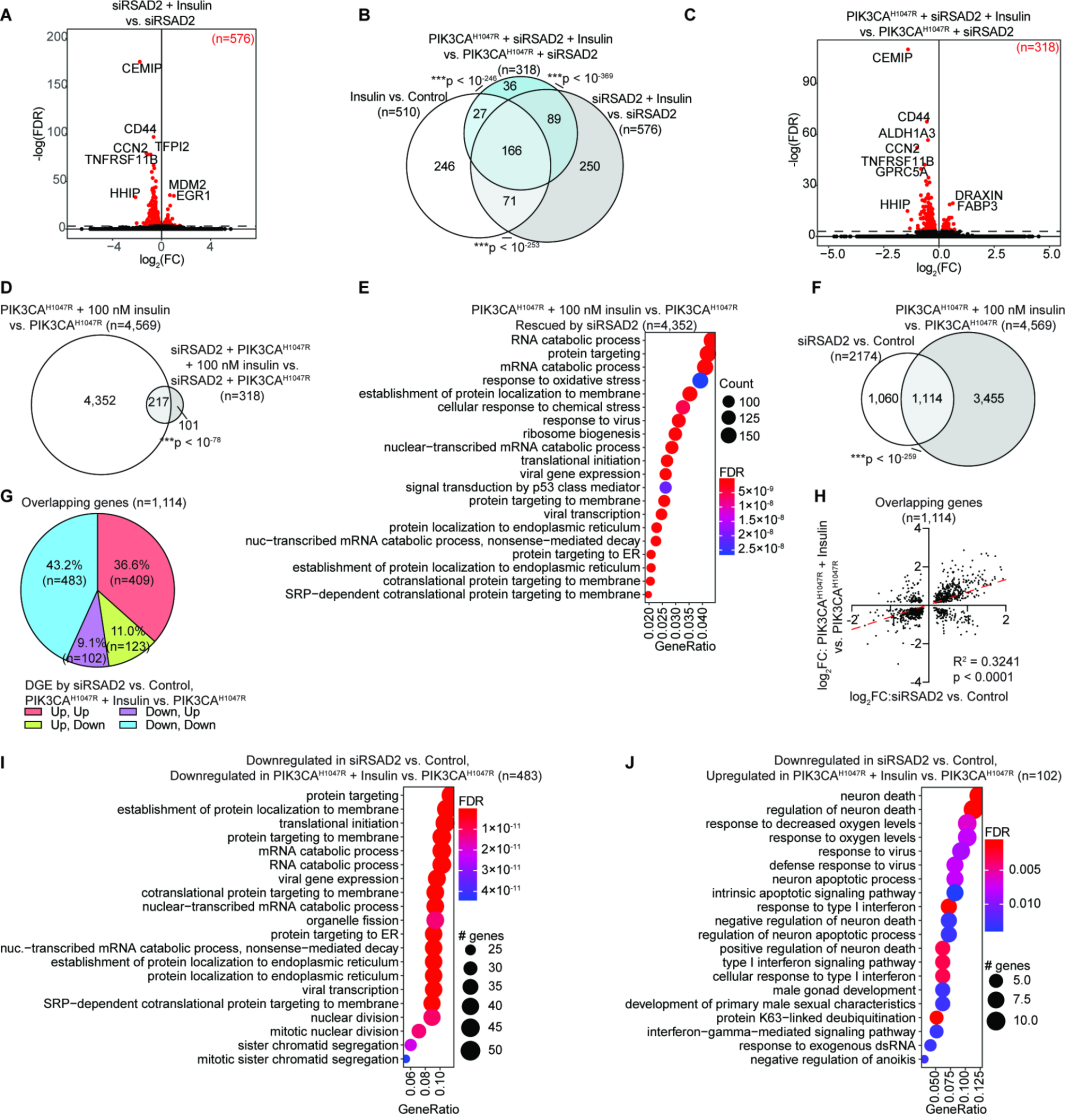
Knockdown of RSAD2 rescues DGE observed in insulin + PIK3CA ^H1047R^. **A**, Volcano plot of DGE following insulin treatment in siRSAD2 cells relative to vehicle, *FDR* < 0.001. Significant genes are labeled in red. **B**, Euler diagram, overlapping DEG in Insulin vs. Control, siRSAD2 + Insulin vs. siRSAD2 and siRSAD2 + PIK3CA^H1047R^ + Insulin vs. siRSAD2 + PIK3CA^H1047R^. Statistic is hypergeometric enrichment. **C**, Volcano plot of DGE following insulin treatment in siRSAD2 and PIK3CA^H1047R^ cells relative to vehicle, *FDR* < 0.001. Significant genes red. **D**, Euler diagram of overlapping DEG in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ and siRSAD2 + PIK3CA^H1047R^ + Insulin vs. siRSAD2 + PIK3CA^H1047R^. Statistic is hypergeometric enrichment. **E**, GOBP enrichment among genes differentially expressed in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ but not siRSAD2 + PIK3CA^H1047R^ + Insulin vs. siRSAD2 + PIK3CA^H1047R^. **F**, Euler diagram of overlapping DEG in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ and siRSAD2 vs. Control. Statistic is hypergeometric enrichment. **G**, Pie chart displaying direction of DGE for overlapping genes from J, and directionality in siRSAD2 vs. Control (listed first) and PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ (listed second). **H**, Fold-change values for overlapping genes from J in siRSAD2 vs. Control (x-axis) and PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ (y-axis). Red dashed line is line of best fit. Statistic is Pearson’s correlation. **I**, GOBP enrichment among overlapping genes downregulated in both datasets (n = 483) as in K. **J**, GOBP enrichment among overlapping genes downregulated in siRSAD2 vs. Control and upregulated in PIK3CA^H1047R^ + Insulin vs. PIK3CA^H1047R^ (n = 102) as in K

### Viperin is necessary but not sufficient for altered insulin response

We next tested whether Viperin OE was sufficient to induce DGE upon insulin treatment. 

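The Viperin OE experiment was measured by mRNA-seq in 12Z cells, an immortalized human endometriotic epithelial cell line, in 4 groups of 3 libraries. The groups were pCAG empty vector (Control), pCAG empty vector with insulin (Insulin), pCAG Viperin (Viperin) and pCAG Viperin with insulin (Viperin + Insulin). Insulin was given at 100 nM and RNA was collected 24 h later. The authors trimmed paired-end reads with cutadapt and Trim Galore, aligned them to hg38 with STAR and counted them per gene. Those raw counts are the values analysed here, with no normalization and no filter on genes. The counts on the reverse strand were used, which held 94.1% to 94.3% of the reads assigned to a strand in each library. Control libraries held 25979022 to 34226757 assigned read pairs (median 30599763) and Insulin libraries 35511725 to 37109611 (median 36416151). Viperin libraries held 27857401 to 40305521 (median 35333039) and Viperin + Insulin libraries 32543485 to 46889002 (median 37576366). Before assignment to genes, the libraries held 34607326 to 59601519 read pairs. The methods state an average raw depth of 25 to 30 M reads and do not say whether a read means a pair. The 23041 genes with a mean of at least 1 count per library were scaled by TMM and fitted with edgeR as 4 group means, and p-values were adjusted by the Benjamini-Hochberg method. Genes are called at the paper's threshold of 0.001, and members of gene lists at 0.05. The gene lists, the rule for the genes named, the comparisons and the main settings were chosen before the data were examined, with the paper's figures already seen. Some lists cover pathways that the paper reports as enriched in these same libraries, so their tests are not independent of that report. The Control library 1 and the Viperin library 3 stood apart from the rest, with 13.9% and 12.1% of their reads mapping to more than 1 place and the fewest assigned reads of their groups. The share of counts from mitochondrially encoded genes was 6.00% ± 0.56 (SD, n = 3) in Control, 5.16% ± 0.02 in Insulin, 5.16% ± 0.30 in Viperin and 4.41% ± 0.13 in Viperin + Insulin cells.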

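RSAD2, the interferon-stimulated gene that encodes Viperin, was far higher in every library transfected with the Viperin plasmid than in any library with the empty vector. It reached 547 ± 146 CPM, counts scaled to library size (SD, n = 3), in Viperin cells and 516 ± 80.8 (SD, n = 3) in Viperin + Insulin cells. It was 2.92 ± 0.60 (SD, n = 3) in Control and 4.01 ± 1.101 (SD, n = 3) in Insulin cells. The mean over both insulin conditions was 531 ± 107 with the Viperin plasmid and 3.46 ± 0.99 with the empty vector, a 154-fold difference (SD, n = 6 libraries each, exact two-sided permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow). RSAD2 (ENSG00000134321.12) lies on chromosome 2 of GRCh38 from 6865557 to 6898239. The 6 Viperin plasmid libraries held 10862 to 28665 RSAD2 counts each and the 6 empty vector libraries 69 to 183, and these counts do not part the plasmid transcript from the cell's own. Insulin left no change past the test in RSAD2, with a log2 fold change of 0.47 (standard error 0.57, adjusted p = 0.784 from edgeR's quasi-likelihood test) in control cells and -0.09 (standard error 0.20, adjusted p = 0.919 from the same test) in Viperin cells. CMPK2, the gene next to RSAD2 that interferon also induces, held 15 to 42 counts per library over all 4 groups. On the strand opposite to RSAD2, the Viperin plasmid libraries held 14 to 90 counts, which is 0.129% to 0.314% of the counts on its own strand.

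**Figure D1:**
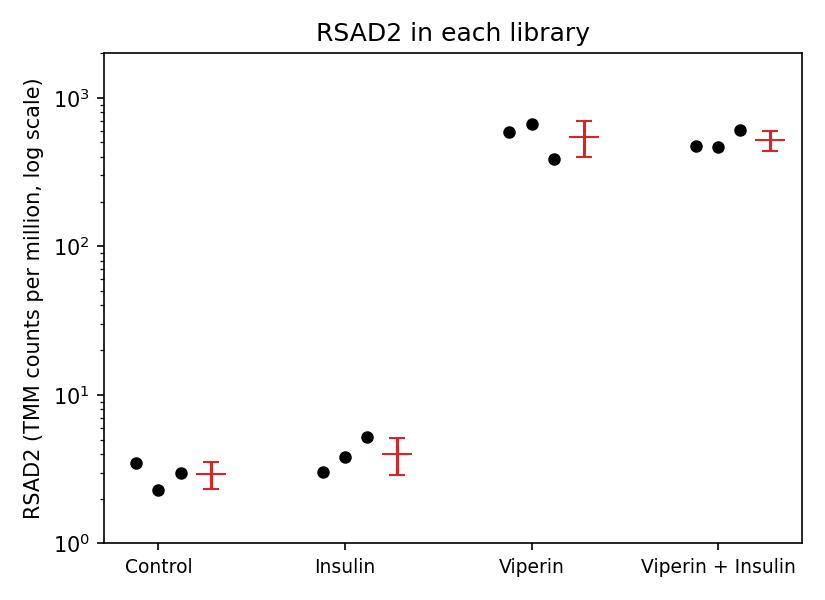
RSAD2 CPM on a log axis in Control, Insulin, Viperin and Viperin + Insulin cells. Black points are the 3 libraries of each group and the red bars show the mean ± SD; the means are 2.92, 4.01, 547 and 516.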

We utilized a previously published Viperin OE vector [27] to overexpress Viperin in 12Z cells (Fig. 5A). Viperin OE resulted in DGE of 128 genes, with RSAD2 being the most significant (Fig. 5B). 

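GPNMB, a transmembrane glycoprotein, and COL4A5, a collagen chain of the basement membrane, had the smallest p of the genes that rose with Viperin OE. GPNMB rose from 29.8 ± 1.249 CPM (SD, n = 3) in Control to 41.6 ± 1.83 (SD, n = 3) in Viperin cells, a log2 fold change of 0.48 (standard error 0.06, adjusted p = 1.4e-08 from edgeR's quasi-likelihood test). COL4A5 rose from 86.8 ± 3.96 to 111 ± 4.93, a log2 fold change of 0.36 (standard error 0.04, adjusted p = 1.4e-08 from the same edgeR test). NRG1, a growth factor that binds ERBB receptors, fell from 55.5 ± 4.27 to 41.4 ± 1.97 (log2 fold change -0.42, standard error 0.05, adjusted p = 2.6e-08 from edgeR). MTATP6P1, a nuclear pseudogene that may share reads with the mitochondrial gene MT-ATP6, fell from 302 ± 5.61 to 244 ± 15.4 (log2 fold change -0.31, standard error 0.04, adjusted p = 4.4e-08 from edgeR). MAP1B, which binds microtubules, and QSER1 also fell, with log2 fold changes of -0.26 and -0.28, and SUN1, a protein of the nuclear envelope, and PSAP, the precursor of the lysosomal saposins, rose by 0.28 and 0.27. RSAD2 had the largest log2 fold change of the genes that passed, 7.56 (standard error 0.33, adjusted p = 2.0e-05 from edgeR), and stood at rank 12 by p. Its rank ran from 5 without Viperin library 3 to 113 without Control library 1, was 61 with no filter on low counts and was 1 by DESeq2 and limma-voom. It was 81 when only Control and Viperin libraries were fitted, where RSAD2 missed 0.001 (adjusted p = 0.0067 from edgeR). HBB, a globin gene, had a log2 fold change of -4.65 (standard error 0.54, adjusted p = 1.0e-05 from edgeR, and 0.0014 without Viperin library 2). HBB held 26 to 122 counts in each empty vector library and 1 to 9 in each Viperin plasmid library.

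In all, 70 of the 23041 genes passed an adjusted p of 0.001, 43 higher and 27 lower in Viperin cells. Of these, 67 are protein-coding, 3 changed by more than 2-fold, and the median size of the log2 fold change was 0.25. Leaving out Control library 1, 2 or 3 gave 251, 23 and 40 genes, and leaving out Viperin library 1, 2 or 3 gave 44, 16 and 22. The count was 122 by DESeq2 with independent filtering, 174 with no filter on low counts, 15 with edgeR's filterByExpr and 26 when only Control and Viperin libraries were fitted. Without Control library 1 and Viperin library 3 together, a setting chosen after the data were seen, 182 genes passed. Of the 28 genes taken by the rule that passed, 11 kept an adjusted p under 0.001 whichever library was left out, among them GPNMB, COL4A5, NRG1, MTATP6P1, MAP1B, QSER1, SUN1, PSAP and RSAD2.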

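Some matrix genes rose in Viperin cells and some genes of ribosomal proteins and of the proteasome fell, while most members of each list did not pass and no list passed with an estimated correlation. Of 76 measured genes of the extracellular matrix, 21 rose, none fell and 55 did not pass the test at an adjusted p under 0.05 from edgeR (35 higher and 0 lower when adjusted over the list alone). FBN1, the microfibril protein fibrillin, rose from 274 ± 7.40 to 323 ± 1.56 CPM (SD, n = 3 libraries each, log2 fold change 0.24, standard error 0.04, adjusted p = 1.2e-05 from edgeR's quasi-likelihood test). ADAM12, a metalloprotease, had a log2 fold change of 0.29 (standard error 0.04, adjusted p = 4.3e-06 from edgeR), and CCDC80, a secreted matrix protein, one of 0.24 (standard error 0.04, adjusted p = 9.4e-05 from edgeR). The list had an adjusted p of 4.1e-24 from limma's camera with a preset correlation, and an adjusted p = 0.117 with an estimated correlation. Of 17 markers of endometrial stromal cells and fibroblasts, 2 rose, the collagens COL1A2 and COL3A1, none fell and 15 did not pass (8 higher and 2 lower when adjusted over the list alone), with an adjusted p = 0.117 with an estimated correlation. Of 40 genes of integrins and cell adhesion, 4 rose, none fell and 36 did not pass (9 higher and 1 lower when adjusted over the list alone). They were ITGB1 (log2 fold change 0.18), the beta chain of many integrins, CTNNB1 (0.18), L1CAM (0.19) and ITGAV (0.17). The adhesion list had an adjusted p = 2.0e-05 from camera and an adjusted p = 0.135 with an estimated correlation.

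Of 77 genes of ribosomal proteins, 14 fell, none rose and 63 did not pass (34 lower and 1 higher when adjusted over the list alone). RPL11 had a log2 fold change of -0.23 (standard error 0.04, adjusted p = 1.4e-04 from edgeR) and RPL24 one of -0.19 (adjusted p = 6.0e-04 from edgeR). The list's adjusted p was 2.6e-17 from camera, and adjusted p = 0.182 with an estimated correlation. Of 42 genes of ribosome biogenesis, 1 fell, NPM1, a nucleolar chaperone (log2 fold change -0.15, adjusted p = 0.0063 from edgeR), none rose and 41 did not pass (5 lower and 0 higher when adjusted over the list alone). That list had an adjusted p = 6.0e-04 from camera and an adjusted p = 0.135 with an estimated correlation. NPM1 missed 0.05 without Control library 2 (adjusted p = 0.0526 from edgeR) or Viperin library 3 (adjusted p = 0.0676 from edgeR). Of 35 proteasome genes, which take part in protein catabolism, 11 fell, none rose and 24 did not pass (22 lower and 0 higher when adjusted over the list alone). PSMC1 had a log2 fold change of -0.25 (adjusted p = 2.4e-04 from edgeR) and PSMD11 one of -0.17 (adjusted p = 0.0027 from edgeR). The proteasome list had an adjusted p = 4.9e-16 from camera and an adjusted p = 0.132 with an estimated correlation.

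The matrix count was 39 without Control library 1, where 1 matrix gene fell, 12 without Control library 3 and 13 without Viperin library 3, and the adhesion count 9, with 1 lower, and 2 without Control library 1 and 2. The fibroblast count was 7, with 2 lower, 4 and 0 without Control library 1, 2 and 3, and 1 without Viperin library 1 or 3. Without Control library 1 the matrix list had an adjusted p = 0.0081 and the fibroblast list an adjusted p = 0.0060 with an estimated correlation, and 6 ribosome biogenesis genes fell. The ribosomal protein count was 9 without Control library 2 or Insulin library 3, 28 without Control library 3 and 7 without Viperin library 1 or 2. The proteasome count was 2 without Control library 2 or Viperin library 1 or 2, and 7 without Insulin library 3. Without Control library 1 and Viperin library 3 together, chosen after the data were seen, 33 matrix genes rose and 1 fell (adjusted p = 0.021 with an estimated correlation), 14 ribosomal protein genes fell and 12 proteasome genes fell. COL3A1 missed 0.05 without Control library 3 (adjusted p = 0.0718 from edgeR), and COL1A2 without Control library 3 or Viperin library 1, 2 or 3 (adjusted p = 0.167, 0.0723, 0.0710 and 0.0878 from edgeR). L1CAM missed 0.05 without Control library 2 (adjusted p = 0.0613 from edgeR), and ITGAV without Control library 2 or 3, Insulin library 3 or any Viperin library (adjusted p = 0.229, 0.239, 0.0542, 0.0951, 0.140 and 0.0858 from edgeR). The share of mitochondrially encoded counts was lower in Viperin than in Control libraries, from 4.81% to 5.34% against 5.59% to 6.64%, so that it moved with these lists.

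**Figure D2:**
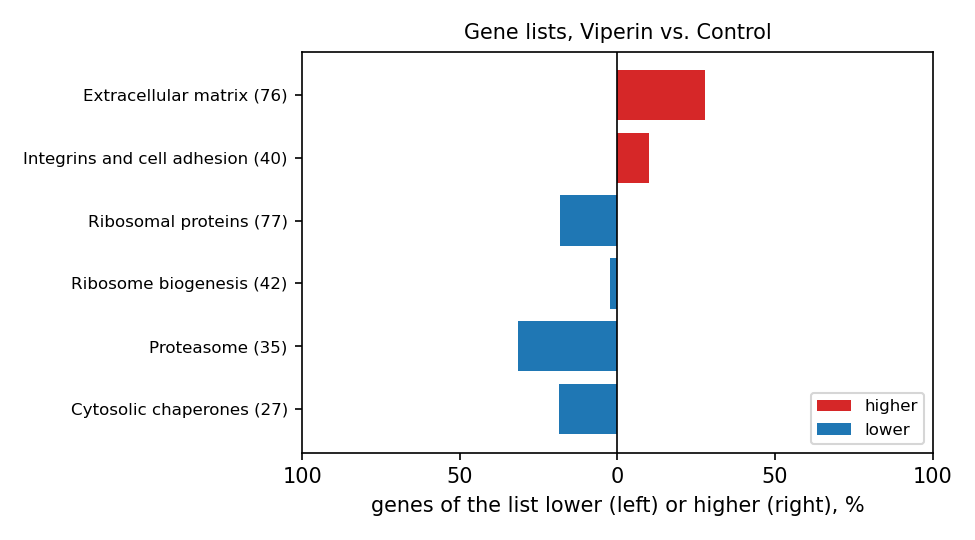
Percentage of the measured members of 6 gene lists that passed an adjusted p of 0.05 from edgeR in Viperin against Control cells, with 3 libraries per group. Bars to the right are members that were higher and bars to the left members that were lower; 21 of 76 matrix genes were higher and 11 of 35 proteasome genes were lower.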

Upregulated genes were enriched for extracellular matrix organization and cell adhesion pathways (Fig. 5C) while downregulated genes were enriched for catabolic processes and ribosome biogenesis (Fig. 5D). Among other genes which were affected by both siRSAD2 and Viperin OE, we found a negative correlation in the fold-change values of these genes, suggesting consistency between the models (Fig. 5E). Upon stimulation with insulin, cells with Viperin OE differentially expressed 329 genes (Fig. 5F), although most were the same genes affected by insulin stimulation in control cells (Fig. 5G). 

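CYSLTR2, a receptor for cysteinyl leukotrienes, and PSAT1, an enzyme of serine synthesis, had the smallest p among the genes that insulin changed in Viperin cells. CYSLTR2 fell from 6.01 ± 0.38 CPM (SD, n = 3) in Viperin to 1.90 ± 0.40 (SD, n = 3) in Viperin + Insulin cells, a log2 fold change of -1.64 (standard error 0.14, adjusted p = 3.1e-13 from edgeR's quasi-likelihood test). PSAT1 rose from 100.4 ± 3.15 to 133 ± 5.01 (log2 fold change 0.41, standard error 0.04, adjusted p = 1.7e-11 from edgeR). PSMD11, a proteasome subunit, and SLC7A5, an amino acid transporter, rose, with log2 fold changes of 0.32 and 0.40. YPEL3, CCNG2, FAXDC2 and CCDC80 fell, with log2 fold changes of -0.74, -0.36, -0.55 and -0.40. ALOX15, a lipoxygenase, fell with a log2 fold change of -1.73 (standard error 0.23, adjusted p = 1.6e-07 from edgeR). Each of these 9 genes had the same sign in control cells given insulin, where CYSLTR2 had a log2 fold change of -1.50, PSAT1 one of 0.40 and YPEL3 one of -0.82. Of the 256 genes that passed an adjusted p of 0.001 in Viperin cells, 94 were higher and 162 lower, and 5 changed by more than 2-fold. In control cells 272 genes passed, 93 higher and 179 lower, and 137 genes passed in both, all of them in the same direction, 36 higher and 101 lower. The 2 comparisons share no library, but both come from the same fit to all libraries, so their calls are not independent. For independent calls, chance would give 3.02 shared genes of the 23041 tested (exact hypergeometric test over genes, which are not independent, p = 9.1e-208).

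The 137 genes are 53.5% of those changed in Viperin cells and 50.4% of those changed in control cells. The share of the genes changed in Viperin cells was 35.1% without Control library 3, 35.2% without Insulin library 2 and 28.7% when only the groups compared were fitted. It was also under 50% with no filter on low counts and without Control library 1 or 2 or Insulin library 1 or 3, and ran up to 65.7% without Viperin + Insulin library 1. The share of the genes changed in control cells ran from 32.0% without Viperin library 2 to 70.4% without Insulin library 2 over the libraries left out, and was 70.6% when only the groups compared were fitted. In settings chosen after the data were seen, the share in Viperin cells was 48.1% with a trend on GC content and length removed and 49.2% without Control library 1 and Viperin library 3 together. The count in Viperin cells was 391 and 419 without Control library 1 and 3, 147 without Viperin library 2, and 137, 165 and 158 without Viperin + Insulin library 1, 2 and 3. It was 502 when only Viperin and Viperin + Insulin libraries were fitted. The count in control cells was 125 and 121 without Insulin library 2 and 3 and 427 with no filter on low counts. The shared count was 88 and 82 without Insulin library 2 and 3, and 90 without Viperin library 2 or without Viperin + Insulin library 1.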

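Insulin changed 135 genes past an adjusted p of 0.001 in control cells alone and 119 in Viperin cells alone, but most of the first group moved alike in both. All 135 had the same sign in Viperin cells and 81 of them passed an adjusted p of 0.05 there, and of the 119 genes 115 had the same sign in control cells and 68 passed 0.05 there. In a test of the difference itself, no gene responded to insulin differently in Viperin and control cells at an adjusted p of 0.001 or 0.05 by edgeR's quasi-likelihood test, and 1297 of 23041 genes had an unadjusted p under 0.05. DESeq2 and limma-voom also gave 0 genes at 0.001, with 865 and 1343 genes at an unadjusted p under 0.05. The count at 0.001 was 4 with no filter on low counts, 1, 3, 5 and 1 without Control library 1, Control library 3, Insulin library 1 and Viperin library 3, and 3 without Control library 1 and Viperin library 3 together, chosen after the data were seen. The replicate numbers are not stated to pair the libraries. With them as a block the count at 0.05 was 17, and it was 37 with no filter and 7 with unstranded counts. It was 15, 12 and 15 without Control library 1, 2 and 3, 23 without Insulin library 1, 4 and 16 without Viperin library 1 and 3, and 5 without Viperin + Insulin library 2. In settings chosen after the data were seen, it was 31 without the 2 libraries together, 12 with a trend on GC content and length removed and 2 without edgeR's robust option. VEGFA, an angiogenic growth factor, was among the genes with the smallest p, with a log2 fold change of 0.11 in control cells and 0.43 in Viperin cells (difference 0.32, standard error 0.07, adjusted p = 0.0532 from edgeR). TNC, a matrix glycoprotein, had log2 fold changes of -0.05 and 0.23 (difference 0.29, standard error 0.06, adjusted p = 0.0532 from edgeR), and both genes were singled out after their values were seen. A mean insulin effect past 0.001 was seen for 904 genes. Their median size of log2 fold change was 0.202 in control cells and 0.188 in Viperin cells. The estimated ratio of the insulin response in Viperin cells to that in control cells was 0.972. The median difference in the direction of the insulin effect was -0.0104. As a set, these genes did not pass limma's fry rotation test of the difference at 0.05. The median difference was above 0 without Viperin library 3 (0.000930) and without Viperin + Insulin library 2 (0.000140). In data simulated from these counts, every response in Viperin cells was set to 0.8 of its size. There 571 genes were called, the estimated ratio came out at 0.806 and fry passed. Those genes and their simulated changes are not the 904 genes above. The run therefore does not show that a response 0.8 as large would have passed in the real data.

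**Figure D3:**
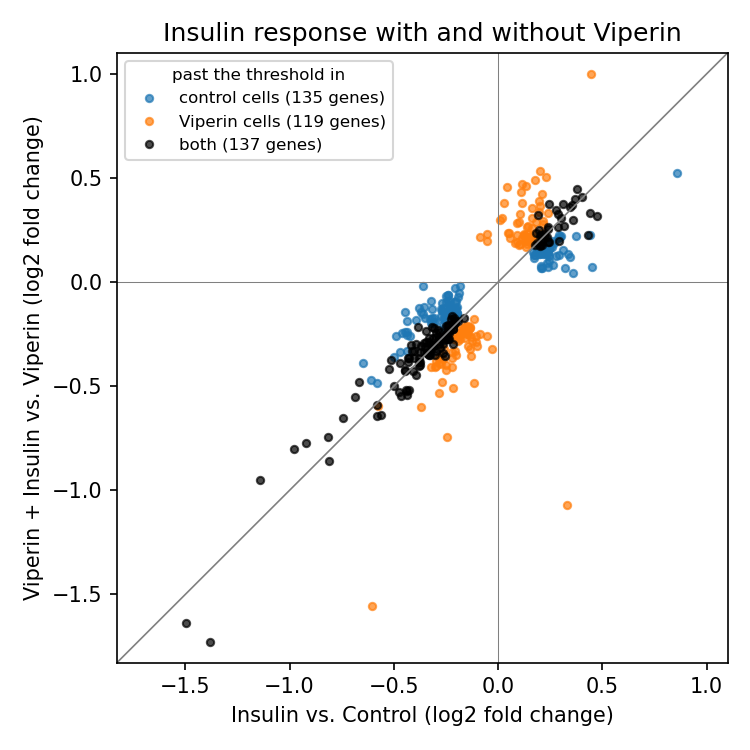
Log2 fold change with insulin in control cells (x axis) and in Viperin cells (y axis) for the 391 genes that passed an adjusted p of 0.001 from edgeR in either. Points are genes, coloured by whether they passed in control cells alone (135), in Viperin cells alone (119) or in both (137), the line marks equal change, and 387 genes have the same sign on both axes.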

The reduced number of total genes differentially expressed upon insulin treatment in the Viperin OE cells may be related to a reduction in AKT phosphorylation in this condition (Fig. 5A). Genes upregulated by insulin in the context of Viperin OE were enriched for pathways related to response to oxygen, metabolic process and ERS (Fig. 5H), while downregulated genes were enriched for pathways related to neutrophil response (Fig. 5I). These results suggest that Viperin is necessary, but not sufficient, for the increased DGE observed in during insulin treatment of PIK3CA^H1047R^ cells, as knockdown of RSAD2 can rescue this effect but Viperin OE is not sufficient to recreate this phenotype (Fig. 5J).

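Some genes of amino acid supply and of the ATF4 stress response rose with insulin in Viperin cells, and some of hypoxia moved each way, while most members of these lists did not pass. With insulin in control cells, 6 to 12 ATF4 genes and 5 to 10 amino acid genes rose over the libraries left out. In the same fits 6 to 12 neutrophil degranulation genes fell. There 0 to 1, 1 to 3 and 0 to 1 genes of these lists moved the other way. Cytosolic chaperones (11 to 21 higher in Viperin cells, 12 to 19 in control cells) and proteasome genes (11 to 22 and 9 to 22) also rose. Of 32 measured genes of the ATF4 and integrated stress response, 10 rose, none fell and 22 did not pass the test at an adjusted p under 0.05 from edgeR (14 higher and 0 lower when adjusted over the list alone). The list had an adjusted p = 2.3e-16 from camera and 0.0055 with an estimated correlation. Of 30 genes of amino acid synthesis and transport, 9 rose, 2 fell and 19 did not pass (11 higher and 2 lower when adjusted over the list alone, adjusted p = 3.0e-08 from camera and 0.020 with an estimated correlation). SLC3A2, the partner chain of SLC7A5, had a log2 fold change of 0.33 (standard error 0.04, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test). Of 31 hypoxia-inducible genes, 5 rose, 3 fell and 23 did not pass (7 higher and 5 lower when adjusted over the list alone, adjusted p = 0.163 from camera and 0.561 with an estimated correlation). ADM, a vasodilating peptide, rose from 55.6 ± 3.26 to 78.3 ± 5.37 CPM (SD, n = 3 libraries each, log2 fold change 0.49, standard error 0.05, adjusted p = 7.0e-09 from edgeR). VEGFA rose from 46.6 ± 2.38 to 62.7 ± 3.51 (adjusted p = 2.0e-09 from edgeR) and DDIT4, an inhibitor of mTORC1, by a log2 fold change of 0.36. MXI1, an antagonist of MYC, fell with -0.38 (adjusted p = 3.2e-08 from edgeR). Of 18 glycolysis genes, 5 rose, none fell and 13 did not pass (6 higher and 0 lower when adjusted over the list alone), among them the hexokinases HK2 (log2 fold change 0.31, adjusted p = 1.8e-06 from edgeR) and HK1 (0.18, adjusted p = 4.2e-04 from edgeR). The glycolysis list had an adjusted p = 2.1e-04 from camera and an adjusted p = 0.166 with an estimated correlation.

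Of 35 genes of the unfolded protein response, 4 rose, none fell and 31 did not pass (6 higher and 0 lower when adjusted over the list alone), with an adjusted p = 0.0035 from camera and an adjusted p = 0.0969 with an estimated correlation. HSPA5, the main chaperone of the endoplasmic reticulum, rose from 388 ± 3.70 to 444 ± 7.84 CPM (SD, n = 3 libraries each, log2 fold change 0.20, adjusted p = 1.1e-04 from edgeR). DNAJB11, its cofactor, HYOU1 and EIF2AK3 had log2 fold changes of 0.23, 0.16 and 0.14. Of 47 neutrophil degranulation genes, 7 fell, none rose and 40 did not pass (14 lower and 2 higher when adjusted over the list alone), with an adjusted p = 6.4e-08 from camera and 0.018 with an estimated correlation. CD44, a receptor for hyaluronan, had a log2 fold change of -0.30 (standard error 0.04, adjusted p = 6.3e-08 from edgeR) and GSN, which severs actin filaments, one of -0.27 (adjusted p = 6.8e-07 from edgeR). LGALS3, a galectin, and CD59, an inhibitor of complement, had -0.29 and -0.20, and CTSB, CHI3L1 and GRN also fell. CHI3L1 missed 0.05 without Insulin library 2 or 3 (adjusted p = 0.0504 and 0.0512 from edgeR), Viperin library 1 or 3 (adjusted p = 0.0673 and 0.300 from edgeR) or Viperin + Insulin library 1 or 2 (adjusted p = 0.186 and 0.171 from edgeR). GRN missed it without Viperin library 3 (adjusted p = 0.138 from edgeR) or Viperin + Insulin library 1 or 3 (adjusted p = 0.104 and 0.194 from edgeR). These are genes that many cell types express, and of 10 immune cell markers none passed the test in either direction (0 higher and 0 lower when adjusted over the list alone).

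The hypoxia count of higher genes was 3 without Viperin library 1 or 2. The amino acid count of lower genes was 1 without Viperin library 2 or Viperin + Insulin library 1 or 3, and 1 neutrophil degranulation gene rose without Control library 3. The glycolysis count was 2 without Viperin library 2 or Viperin + Insulin library 1, and 3 without Viperin library 1 or 3 or Viperin + Insulin library 2 or 3. EIF2AK3 missed 0.05 without Insulin library 2 or 3 (adjusted p = 0.0505 and 0.0539 from edgeR), Viperin library 1, 2 or 3 (adjusted p = 0.129, 0.136 and 0.0892 from edgeR) or Viperin + Insulin library 1, 2 or 3 (adjusted p = 0.230, 0.0757 and 0.127 from edgeR). With an estimated correlation, the neutrophil list had an adjusted p = 0.0599 without Viperin + Insulin library 1 and an adjusted p = 0.0577 without Viperin + Insulin library 3. In the same test the amino acid list had an adjusted p = 0.0515 and an adjusted p = 0.0524 without Viperin + Insulin library 2 and 3. It had an adjusted p = 0.0527 there with the replicate number as a block. Without Control library 1 and Viperin library 3 together, chosen after the data were seen, 6 hypoxia, 5 glycolysis and 4 unfolded protein response genes rose and 5 neutrophil degranulation genes fell. The share of mitochondrially encoded counts was lower in Viperin + Insulin than in Viperin libraries, from 4.28% to 4.52% against 4.81% to 5.34%, so that it moved with these lists too.

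**Figure D4:**
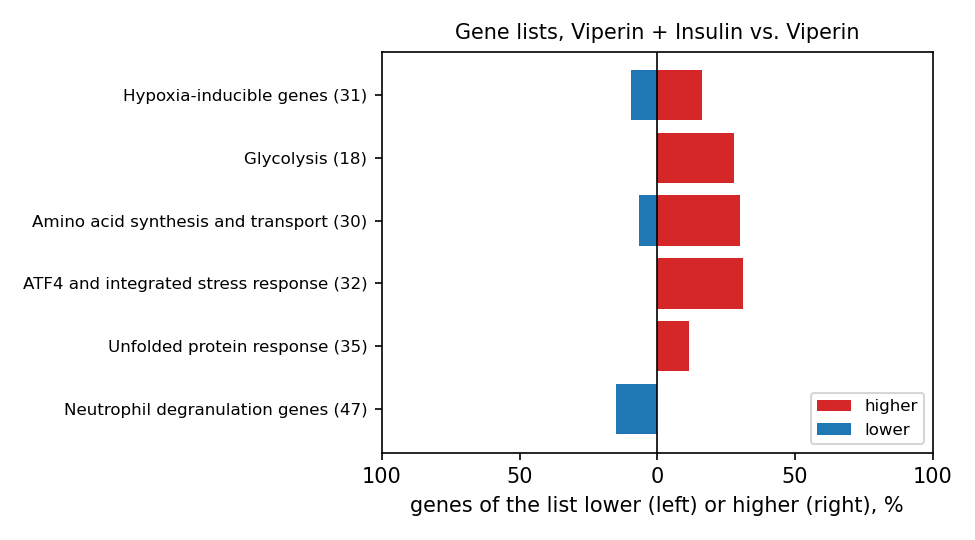
Percentage of the measured members of 6 gene lists that passed an adjusted p of 0.05 from edgeR in Viperin + Insulin against Viperin cells, with 3 libraries per group. Bars to the right are members that were higher and bars to the left members that were lower; 10 of 32 ATF4 genes were higher and 7 of 47 neutrophil degranulation genes were lower. The response to insulin in control cells is not shown.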

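Of 30 measured genes that the study names for PIK3CA H1047R from its other libraries (Fig. 3A), insulin raised 6 and lowered 2 in Viperin cells at an adjusted p under 0.05 from edgeR, and 22 did not pass (6 higher and 5 lower when adjusted over the list alone). The genes that rose were SLC3A2, HK2, SLC2A1, VEGFA, YARS1, a tyrosyl-tRNA synthetase, and ODC1, the first enzyme of polyamine synthesis (log2 fold change 0.30, standard error 0.04, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test). The 2 genes that fell were GAS1 and HERC5, an interferon-induced ISG15 ligase (log2 fold change -0.30, standard error 0.07, adjusted p = 0.0052 from edgeR). The count of lower genes in Viperin cells was 5 without Control library 2 and 4 without Control library 3, Viperin library 2 or Viperin library 3. With insulin in control cells, 6 of the 30 were higher and 2 lower (1 lower without Control library 3 or Insulin library 2 or 3). A test of the difference between the insulin responses passed for none of the 30 by edgeR (1 higher and 2 lower when adjusted over the list alone). With the replicate number as a block, 1 of the 30 was higher in that test. Viperin OE without insulin raised RSAD2 and EDIL3 and lowered OASL, IFIT2 and ODC1 of this list, and left 25 of 30 without a change past the test (6 higher and 7 lower when adjusted over the list alone). Of 48 interferon-stimulated genes, insulin in Viperin cells raised IFIT1 and lowered IFITM3 and HERC5, and 45 did not pass (1 higher and 2 lower when adjusted over the list alone, adjusted p = 0.345 from camera and 0.826 with an estimated correlation). Of 25 NF-kB and inflammatory cytokine genes, the chemokine CCL2 (log2 fold change 0.45, adjusted p = 0.0196 from edgeR) and NFKBIA (0.24, adjusted p = 0.037 from edgeR) rose. The other 23 did not pass (2 higher and 0 lower when adjusted over the list alone, adjusted p = 0.241 from camera and 0.634 with an estimated correlation). SLC2A1 missed 0.05 without Viperin library 1 or 2 (adjusted p = 0.158 and 0.0779 from edgeR) or Viperin + Insulin library 1 or 2 (adjusted p = 0.106 and 0.0572 from edgeR). Without Control library 1 and Viperin library 3 together, chosen after the data were seen, 6 genes of the study's list rose and 3 fell, 2 interferon-stimulated genes fell and none rose, and 1 NF-kB gene rose.

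IFIT1 missed 0.05 without Control library 3 (adjusted p = 0.122 from edgeR), Viperin library 2 or 3 (adjusted p = 0.102 and 0.125 from edgeR) or Viperin + Insulin library 1 or 2 (adjusted p = 0.0567 and 0.0745 from edgeR). IFITM3 missed it without Viperin library 1 or 2 (adjusted p = 0.187 and 0.120 from edgeR) or Viperin + Insulin library 1 or 3 (adjusted p = 0.230 and 0.122 from edgeR). CCL2 missed it without Viperin library 1 (adjusted p = 0.107 from edgeR) or Viperin + Insulin library 1 or 3 (adjusted p = 0.0861 and 0.0754 from edgeR). NFKBIA missed it without Control library 2 or 3 (adjusted p = 0.0657 and 0.0735 from edgeR), Viperin library 2 (adjusted p = 0.272 from edgeR) or Viperin + Insulin library 1 or 3 (adjusted p = 0.169 and 0.118 from edgeR). With Viperin OE, EDIL3 missed it without Control library 2 (adjusted p = 0.0797 from edgeR). ODC1 missed it without Control library 2 (adjusted p = 0.194 from edgeR) or Viperin library 1 or 3 (adjusted p = 0.181 and 0.0532 from edgeR). OASL missed it without Control library 1 or 3 (adjusted p = 0.0580 and 0.177 from edgeR), Insulin library 3 (adjusted p = 0.0551 from edgeR), Viperin library 1 or 3 (adjusted p = 0.0591 and 0.106 from edgeR) or Viperin + Insulin library 2 (adjusted p = 0.0646 from edgeR). Viperin OE raised 4 and lowered 5 genes of the study's list without Control library 1. From the knockdown of RSAD2, which was not analysed here and which in the paper rescued the larger response of PIK3CA H1047R cells to insulin, and from Viperin OE, which did not bring that response about (Fig. 5J), the paper proposes that Viperin is needed for it but not enough alone.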

**Fig. 5:**
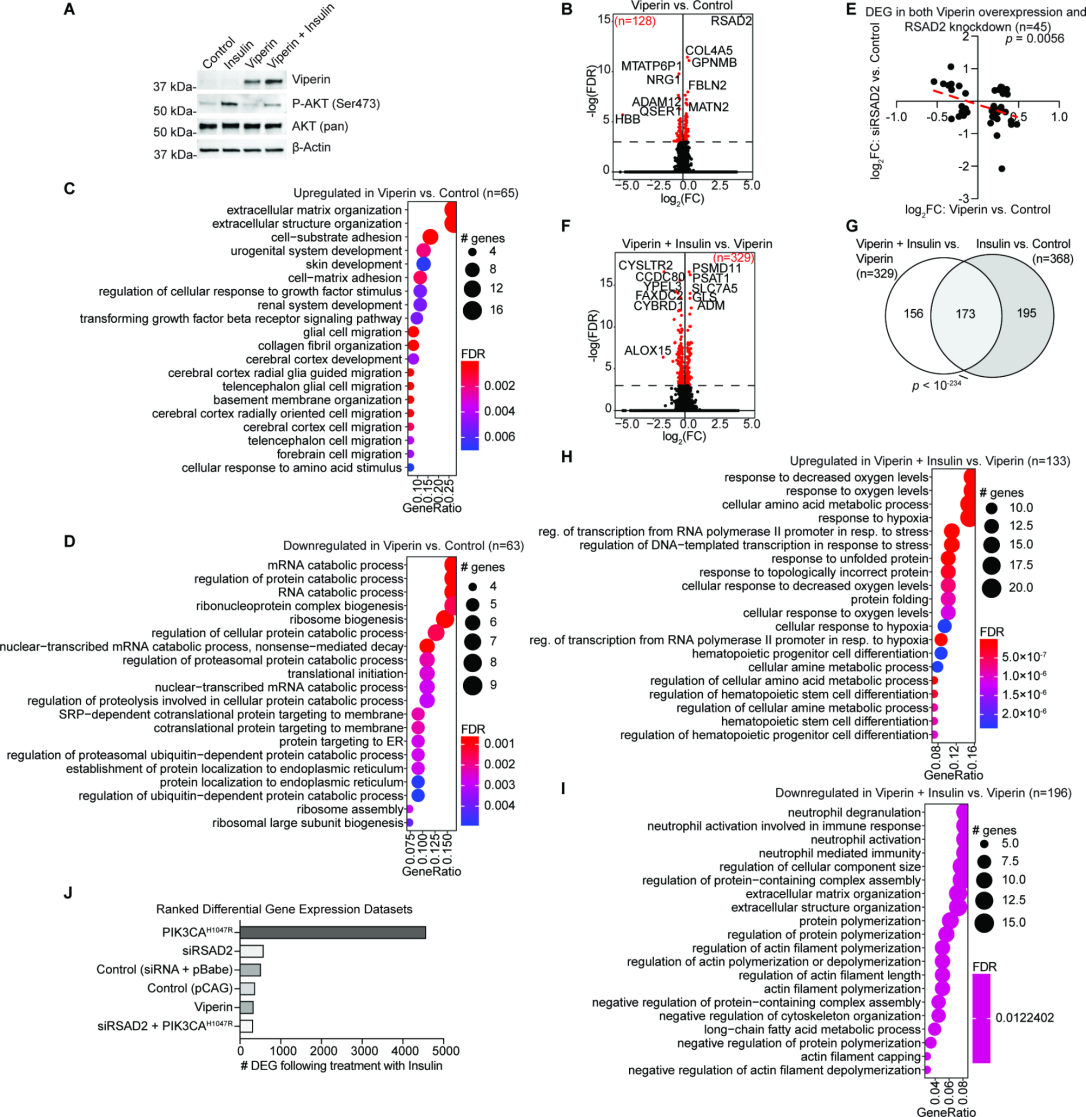
Overexpression of Viperin is insufficient for DGE observed in insulin + PIK3CA ^H1047R^. **A**, Western blot of 12Z cell expression of Viperin, phospho-AKT, AKT and β-Actin following Viperin OE and insulin treatment. Western blots are representative of n = 2 independent experiments. Uncropped images are available in Supplemental Fig. 2. **B**, Volcano plot of DGE in 12Z cells with Viperin OE vs. control, *FDR* < 0.001. Significant genes are labeled in red. RSAD2 -log(FDR) value is out of scale with the y-axis for visualization purposes. **C**, GOBP enrichment among genes upregulated following Viperin OE. **D**, GOBP enrichment among genes downregulated following Viperin OE. **E**, Correlation between fold-change values for overlapping genes among Viperin vs. Control and siRSAD2 vs. Control datasets (n = 45). RSAD2 expression was removed from the analysis. Red dashed line is line of best fit. Statistic is Pearson’s correlation. **F**, Volcano plot of DGE in 12Z cells treated with Viperin OE and Insulin vs. Viperin OE alone, *FDR* < 0.001. Significant genes are labeled in red. **G**, Euler diagram of overlapping DEG in Viperin + Insulin vs. Viperin and Insulin vs. Control (pCAG). Statistic is hypergeometric enrichment. **H-I**, GOBP enrichment among genes upregulated (H) or downregulated (I) in insulin-treated Viperin overexpressing cells. **J**, Number of DEG by insulin in each cell context. Datasets ranked by number of DEG

### Insulin-induced, viperin dependent, PIK3CA ^H1047R^ specific gene expression profile is related to interferon signaling and viral response

Utilizing the data generated from control cells treated with insulin, Viperin OE cells treated with insulin, cells with RSAD2 knockdown and cells with both PIK3CA^H1047R^ and siRSAD2 treated with insulin, we isolated a list of 3,114 genes which are induced by insulin treatment, dependent on Viperin expression and specific to PIK3CA^H1047R^ cells (Fig. 6A). Of these 3,114 genes, upregulated genes were enriched for non-coding RNA processing, ribonucleoprotein complex biogenesis, response to virus and interferon production (Fig. 6B), while downregulated genes were enriched for protein targeting to the ER, catabolic processes and viral transcription (Fig. 6C). These results suggest that in PIK3CA^H1047R^ cells, insulin treatment results in DGE of genes related to interferon signaling, viral response, catabolism and protein targeting, which depend on Viperin.

**Fig. 6:**
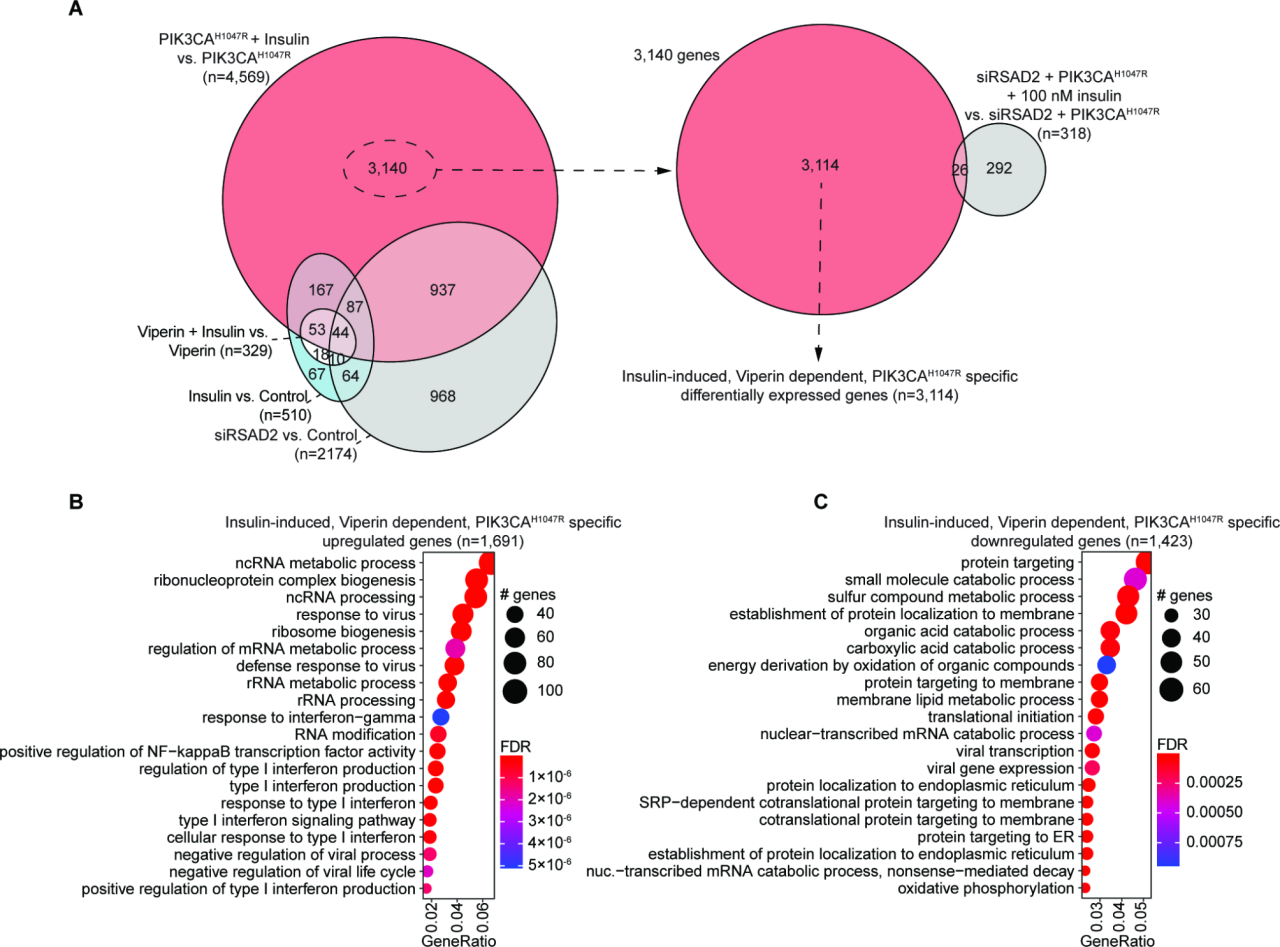
Identification of an Insulin-induced, Viperin-dependent, PIK3CA ^H1047R^-specific DEG. **A**, Euler diagrams demonstrating the Insulin-induced, Viperin-dependent, PIK3CA^H1047R^-specific geneset. **B-C**, GOBP enrichment among genes upregulated (B) or downregulated (C) among geneset from A

## Conclusion

In the present study we identified a transcriptomic response to insulin that is altered when PIK3CA mutations are present in the endometriotic epithelium. We determined that these gene expression changes were due in part to expression of Viperin, which is necessary but not sufficient for this response. Although Viperin has been understood as an interferon-induced antiviral enzyme with radical S-adenosylmethionine activity for decades, it was only recently uncovered that the mechanism of action for Viperin lies in the conversion of CTP to an alternate nucleotide, ddhCTP (3′-deoxy-3′,4′-didehydro-CTP) [54]. ddhCTP inhibits viral replication by acting as a chain terminator during viral RNA replication without impacting host DNA and RNA replication. Viperin has been shown to be overexpressed in the endometrium during early pregnancy in several animal models [24, 55, 56]. A screen of genes involved in EC prognosis identified high RSAD2 gene expression as being associated with decreased survival probability [57]. Our results suggest that mutant PIK3CA in alters the response of endometriotic epithelial cells to the direct action of insulin, and that this differential response is promoted by the overexpression of Viperin. Future studies will focus on the role of Viperin in EC tumor microenvironment, to determine the impact of Viperin OE during hyperinsulinemia and subsequent interferon production on tumor progression.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

RNA-seq data is available at GEO accession series GSE215260 with reviewer token ixgtkqmkvzmdhcx.

How the deposited data were processed for this re-analysis (not part of the article)

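Expression was measured by mRNA-seq in 12 libraries of 12Z cells, 3 per group, with pCAG empty vector or pCAG Viperin, each with vehicle or 100 nM insulin for 24 h. One account of the transfection names a pBabe empty vector; the labels and the methods give pCAG, which is used here. The RSAD2 knockdown and the other experiments of the paper were not analysed here. For the counts, the authors trimmed the paired-end reads with cutadapt and Trim Galore, checked them with FastQC, aligned them to hg38 with STAR and counted reads per gene with STAR, according to the methods. Versions of these tools are not given in the sources used here. The values are raw counts of read pairs per gene, unstranded and for each strand, with no normalization, no pooling of replicates and no filter on genes. The reverse-strand counts of 60617 genes were used, and the lines for reads that were unmapped, mapped to more than 1 place or assigned to no gene stayed out of the library sizes. Reads that mapped to more than 1 place were 9.44% to 13.9% of the reads, and 20.6% to 24.9% were not assigned to a gene. Gene names for 60357 of the IDs came from GENCODE release 44, and 260 IDs had none there.

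The comparisons were Viperin with Control, Insulin with Control, Viperin + Insulin with Viperin, Viperin + Insulin with Insulin, and the difference of the insulin responses. Genes with a mean of at least 1 count per library were kept, 23041 in all, and scaled by TMM. One model of 4 group means was fitted with edgeR 4.0.16 in R 4.3.3 by its robust quasi-likelihood method, with a prior count of 2 for log2 fold changes, and p-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.001, the paper's threshold, and members of lists at 0.05. The paper used DESeq2 with IHW, and IHW was not used here. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated one, adjusted over the 36 of 38 lists with at least 5 measured genes, and with fry. The lists were written from general knowledge of the pathways, with the paper's figures already seen, and are not the sets that the paper used. The list of PIK3CA H1047R genes and that of insulin genes (Fig. 1B) were taken from the paper. Some other lists cover pathways that the paper reports as enriched in these same libraries, so their tests are not independent of that report. RSAD2 and HBB were compared between plasmids by an exact two-sided permutation test over 6 libraries each. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

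Genes named are drawn mainly from those that a fixed rule takes. It takes the 10 higher and the 10 lower genes with the smallest p at an adjusted p under 0.001 whose 3 treated libraries all lie on one side of the 3 reference libraries and which have a symbol, the genes labelled in Fig. 1B, 5B and 5F, and up to 4 members of a list with the smallest p. For Viperin + Insulin with Insulin and for the difference it takes 5 in each direction. Other members are named where a list had few that passed, and were chosen after their values were seen. The paper's figures had been seen when the rule was written. The text gives the values of only some of the genes that the rule takes, and which of them it gives was chosen after their values were seen.

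The alternatives were RLE size factors, RSAD2 and the mitochondrial genes left out of the library sizes, DESeq2 1.42.0 without and with independent filtering, limma-voom, no filter on low counts, edgeR's filterByExpr, unstranded counts, a replicate block, only the groups compared, other thresholds and each library left out in turn. With a library left out, its group keeps 2 libraries and is taken to vary like the others. A further 3 were added after the data were seen: edgeR without the robust option, Control library 1 and Viperin library 3 left out together, and a trend on GC content and length removed with a loess span of 0.5. The fit was tested on simulated data with 200 genes changed per comparison, in which it made 4 to 6 false calls among 23041 genes. For Viperin it made 5, beside 51, 59 and 64 true calls for changes of 1.25-fold, 1.5-fold and 2-fold. For the difference of the insulin responses it made 6, beside 26, 53 and 65. These shares of the calls are larger than the threshold for calling genes is meant to allow. The counts of genes called in the real data may therefore hold more false calls than that threshold states. The limit set for false calls in that test was raised after 6 were seen. At 25979022 to 46889002 assigned read pairs per library, 23301 to 25318 genes had at least 1 count.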

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

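The tests of blood RNA, of a trend with GC content and length, and of RSAD2 and the mitochondrial genes in the library sizes were chosen only after the result was seen, as was the setting without Control library 1 and Viperin library 3 together.

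A signal stood in a comparison that the paper does not report on, Viperin + Insulin against Insulin cells. There 109 genes passed an adjusted p of 0.001 from edgeR, 86 higher and 23 lower. APP, the amyloid precursor protein, rose from 735 ± 26.2 to 901 ± 7.52 CPM (SD, n = 3 libraries each, log2 fold change 0.29, standard error 0.03, adjusted p = 3.5e-08 from edgeR), and DAPK1, a kinase of cell death, had a log2 fold change of 0.35. The count was 254 and 231 without Control library 1 and 3, 30 and 33 without Insulin library 2 and 3, 36, 30 and 63 without Viperin + Insulin library 1, 2 and 3, and 318 without Control library 1 and Viperin library 3 together. The 6 libraries make 10 splits, too few for a share under 0.05; 1 split, the real one, gave as many genes, and the highest other gave 1.

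The libraries of each other comparison of 2 groups also make 10 splits, too few for a share under 0.05. The real split gave 70 genes for Viperin, 272 for insulin in control cells and 256 for insulin in Viperin cells, 1 split of 10 in each case gave as many, and the highest other gave 0. For the difference of the insulin responses the real split gave 0 genes by edgeR, with 1297 at an unadjusted p under 0.05 and 0 by DESeq2 and limma-voom. With a real count of 0, each of the 50 splits drawn had to give as many (10 in the highest other), so they say nothing about chance.

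HBB and RSAD2 differ between the 2 plasmids, and reads from the plasmid may be part of both. HBB held 26 to 122 counts in the 6 empty vector libraries and 1 to 9 in the 6 Viperin plasmid libraries, a 22.1-fold ratio of the means (exact permutation test, p = 0.00216, n = 6 libraries each). Against blood RNA, HBA1 and HBA2 together reached 2.21% of the HBB counts of the empty vector libraries, and against plasmid DNA as the source of the RSAD2 reads, the opposite strand held at most 0.314% of the counts on the gene's own strand. The sources name the empty vector as pCAG in the labels, the methods and Fig. 5G but as pBabe in 1 account of the transfection, so which vector these libraries carried is not certain. Beta-globin sequence in the vector stays open and cannot be told apart from a change in the cells' own HBB, since HBB exceeded every other globin gene in 6 of 12 libraries, those with the empty vector, and the vector sequences were not analysed here. No biological explanation of the HBB difference was tested.

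With Viperin, 21 of 76 matrix genes rose and 14 of 77 genes of ribosomal proteins and 11 of 35 of the proteasome fell at an adjusted p under 0.05 from edgeR, and the lists did not pass a test with an estimated correlation (adjusted p = 0.117, 0.182 and 0.132 from limma's camera). Against a trend with GC content and gene length as the whole cause, the lowest share of a list's median log2 fold change kept after its removal was 90.9%. RSAD2 and the mitochondrial genes in the library sizes would shift all genes of a library alike. Against them as the whole cause, the list medians stayed nearly the same with these genes left out of the library sizes. The matrix, ribosomal protein and proteasome lists kept 100.2%, 99.0% and 99.6% of their median log2 fold change. The matrix median lay at least 0.195 above both other medians whichever library was left out. That distance restates the pattern and is no separate test. The matrix count was 39, 12 and 13 without Control library 1, Control library 3 and Viperin library 3, the ribosomal protein count 9, 28, 9, 7 and 7 without Control library 2, Control library 3, Insulin library 3, Viperin library 1 and Viperin library 2, and the proteasome count 2 without Control library 2, Viperin library 1 or Viperin library 2 and 7 without Insulin library 3. An effect of Viperin, a difference in the state of single cultures and an effect of the plasmid apart from Viperin stay open and untested.

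Insulin changed 256 genes in Viperin cells and 272 in control cells. Against library depth as the reason for the lower count, the Viperin plasmid libraries were deeper, with 1.103 times the mean depth of the empty vector libraries. The count in Viperin cells was 391, 419, 147, 137, 165 and 158 without Control library 1, Control library 3, Viperin library 2 and Viperin + Insulin library 1, 2 and 3, and that in control cells 125 and 121 without Insulin library 2 and 3. The gap turned, with more genes in Viperin than in control cells, by limma-voom (217 against 197) and with only the groups compared (502 against 204). It also turned without Control library 1 (391 against 345), Control library 2 (272 against 265), Control library 3 (419 against 219), Insulin library 2 (250 against 125) and Insulin library 3 (225 against 121). The direction of the gap therefore depends on the tool, the libraries in the fit and single libraries, and the 2 counts do not show a smaller response to insulin with Viperin.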

How the results depend on the processing

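The settings without edgeR's robust option, without Control library 1 and Viperin library 3 together, and with the trend on GC content and length removed were chosen only after the data were seen. The count of genes changed by Viperin was 122 by DESeq2 with independent filtering. With no filter on low counts it was 174 for Viperin, 427 for insulin in control cells, 260 for Viperin with insulin and 4 for the difference of the insulin responses. With filterByExpr it was 15 for Viperin and 59 for Viperin with insulin. With only the groups compared in the fit it was 26 for Viperin, 502 for insulin in Viperin cells and 554 for Viperin with insulin, where fewer libraries set the spread. Without Control library 1 and Viperin library 3 together it was 182, 318 and 3 for Viperin, Viperin with insulin and the difference of the insulin responses. At an adjusted p under 0.05 the counts were 528, 1265, 1050 and 710 for Viperin, insulin in control cells, insulin in Viperin cells and Viperin with insulin, and 534 genes were shared, or 286 with 0.001 in one comparison and 0.05 in the other, since the threshold is wider. Leaving out each library in turn gave 16 to 251 genes for Viperin, 121 to 345 for insulin in control cells, 137 to 419 for insulin in Viperin cells, 30 to 254 for Viperin with insulin, 0 to 5 for the difference and 82 to 162 shared. For each move by a filter, a tool or a library, the cause was not tested. The other settings run for these counts stayed within 1.5 times. The RSAD2 mean of 531 CPM with the Viperin plasmid was 1.19 on the opposite strand.

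The median difference between the insulin responses of Viperin and control cells, in the direction of the insulin effect, was above 0 over the genes labelled in Fig. 1B (0.0117), and ran from -0.0313 to 0.000930 over the libraries left out. It was not run for DESeq2, limma-voom or only the groups compared. No named gene past 0.001 turned its direction in any setting run. The named genes that did turn had not passed the test, and the cause was not tested. With insulin in control cells and without the 2 libraries together, NRG1 had a log2 fold change of -0.0019, MATN2 0.057, NNMT 0.0937 and TNFRSF11B 0.1223. There TNFRSF11B also had 0.001 with RLE size factors or filterByExpr, 0.0034 with RSAD2 and mitochondrial genes out of the library sizes, 0.0145 by limma-voom, 0.0054 with no filter, 0.0035 with unstranded counts, 0.003 with a replicate block and 0.0057 with only the groups compared. With insulin in Viperin cells and without the 2 libraries it had 0.0035. Over the libraries left out, the ranges with Viperin were CYSLTR2 (-0.0289 to 0.0557), YPEL3 (-0.0374 to 0.0876), PSAT1 (-0.0638 to 0.0096), TNFRSF11B (-0.0104 to 0.2112), ANKRD1 (-0.0755 to 0.3453) and PIK3R3 (-0.0378 to 0.026). With insulin in control cells they were NRG1 (-0.0019 to 0.1059), FBLN2 (-0.0398 to 0.0871), MATN2 (-0.0945 to 0.057), TNFRSF11B (-0.0993 to 0.1223), NNMT (-0.0986 to 0.0937), CEMIP (-0.0855 to 0.3406) and CD24 (-0.0788 to 0.1563). With insulin in Viperin cells they were RSAD2 (-0.2852 to 0.0785), FBLN2 (-0.0364 to 0.0688), QSER1 (-0.0584 to 0.0272), TNFRSF11B (-0.0551 to 0.024) and CEMIP (-0.1081 to 0.0838).

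With a replicate block, 78 genes passed for Viperin, 284 and 261 for insulin in control and in Viperin cells, 157 for Viperin with insulin and 0 for the difference, or 17 for the difference at an adjusted p under 0.05. Of the list results given, the block ended 1 call with an estimated correlation, that of the amino acid list with insulin in Viperin cells (adjusted p = 0.0527 from camera), and 1 gene of the study's PIK3CA H1047R list passed for the difference and 1 NF-kB gene in place of 2 rose with insulin in Viperin cells. The replicate numbers are not stated to pair the libraries. After the group means were removed, 3 of 12 libraries correlated best with a library of their own number, and the 18 pairs with the same number had correlations from -0.142 to 0.106. In data simulated from these counts, the fit found 76.1% of genes changed by Viperin by a log2 fold change of 0.32, 88.1% of those changed 1.5-fold and 97.0% of those changed 2-fold, at an adjusted p of 0.001. For the difference of the insulin responses it found 38.8%, 79.1% and 98.5%, so a count of 0 leaves room for small differences. These rates are for the 66 or 67 genes simulated at each size and were not split by count level. They need not hold for all tested genes, above all for those with few counts.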

Differences from the paper's values

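The settings without edgeR's robust option, without Control library 1 and Viperin library 3 together, and with the trend on GC content and length removed were chosen only after the values were seen. The paper reports 128 genes changed by Viperin OE at an FDR below 0.001, and 70 passed here at the same threshold by edgeR. Of the alternatives set before the data were examined, DESeq2 without and with independent filtering (88 and 122) and no filter on low counts (174) came within 1.5 times of the paper's count. RLE size factors (66), RSAD2 and mitochondrial genes left out of the library sizes (75), limma-voom (66), filterByExpr (15), unstranded counts (83), a replicate block (78), only the groups compared (26), a threshold of 0.05 (528) and each library left out did not. The paper used DESeq2 with IHW. Added after the values were seen, the removal of the trend on GC content and length gave 88 genes and drops MATN2 of the 10 genes that the paper labels, and leaving out Control library 1 and Viperin library 3 gave 182 and drops none of the 10.

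The paper shows about 65 higher genes in Fig. 5B, read by eye, and 43 were higher here. RSAD2 and mitochondrial genes left out of the library sizes (48), DESeq2 without and with independent filtering (49 and 65), no filter (96), unstranded counts (48) and a replicate block (44) came within 1.5 times, and RLE size factors (39), limma-voom (35), filterByExpr (10), only the groups compared (15), a threshold of 0.05 (288) and each library left out did not. Chosen after the values were seen, the removal of the trend on GC content and length gave 48 and drops MATN2. The paper shows about 63 lower genes in Fig. 5B, read by eye, and 27 were lower here. DESeq2 with independent filtering (57) and no filter (78) came within 1.5 times, and the other settings and each library left out did not. Chosen after the values were seen, leaving out Control library 1 and Viperin library 3 gave 73 and drops none of the 10.

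The paper gives an average raw depth of 25 to 30 M reads for its libraries. The 12 libraries here held 44.7 ± 6.69 M read pairs (SD, n = 12). If the paper's reads are pairs, this is over 1.5 times the lower end and within 1.5 times of the upper. The paper does not say so, and counted as separate reads the depth here would lie further above both ends. No alternative bears on this value.

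The paper names RSAD2 as the gene with the most significant change with Viperin OE, and it ranks 12 by p here. It ranks 1 by DESeq2 without and with independent filtering and by limma-voom, and, in a setting chosen after the values were seen, by edgeR without the robust option. Of the 10 genes labelled in Fig. 5B, 8 passed an adjusted p of 0.001 here. FBLN2 (log2 fold change 0.39, adjusted p = 0.0023 from edgeR) and MATN2 (log2 fold change 0.34, adjusted p = 0.0020 from edgeR) did not. FBLN2 passed by DESeq2 without and with independent filtering, by limma-voom, with no filter on low counts and without Control library 1, Viperin library 1 or Viperin library 3, and MATN2 by DESeq2 in both forms, limma-voom, no filter, unstranded counts, a replicate block, RSAD2 and mitochondrial genes left out, and without Control library 1. In settings chosen after the values were seen, both passed by edgeR without the robust option, which drops neither, and without Control library 1 and Viperin library 3 together, and FBLN2 passed with the trend on GC content and length removed. FBLN2 had an adjusted p = 0.0827 from edgeR without Control library 3.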

Other observations

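The genes named from the test of the difference of the insulin responses were chosen only after the result was seen.

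In Viperin + Insulin against Insulin cells, 4 of 48 interferon-stimulated genes were lower, and the list passed camera with a preset correlation but not with an estimated one. The share of mitochondrially encoded counts was lower in Viperin + Insulin than in Insulin libraries, from 4.28% to 4.52% against 5.14% to 5.18%, so that it moved in this comparison too. Of 17 markers of endometrial stromal cells and fibroblasts, 2 to 8 were higher and 1 to 2 lower over the libraries left out. The adjusted p of these markers from camera with an estimated correlation ran from 0.00636 to 0.164. HERC5 fell from 19.8 ± 1.62 to 13.9 ± 0.583 CPM (SD, n = 3 libraries each, log2 fold change -0.51, standard error 0.07, adjusted p = 1.5e-06 from edgeR). IFIT2 had a log2 fold change of -0.39 (standard error 0.05, adjusted p = 4.2e-06 from edgeR, and 0.0027 with the trend on GC content and length removed). OASL had one of -0.83 (standard error 0.10, adjusted p = 1.6e-04 from edgeR, and 0.0015 and 0.0027 without Insulin library 3 and Viperin + Insulin library 2). Of 48 interferon-stimulated genes, 1 was higher, RSAD2, 4 were lower and 43 did not pass an adjusted p of 0.05 (1 higher and 12 lower when adjusted over the list alone), with an adjusted p = 5.2e-05 from limma's camera and an adjusted p = 0.404 with an estimated correlation. The count of lower genes was 7, 7 and 8 without Control library 1, Insulin library 1 and Viperin + Insulin library 3. With Viperin against the empty vector, 24 genes passed both without and with insulin, all in the same direction, 17 higher and 7 lower. Chance would give 0.331 if the calls were independent.

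Insulin in control cells raised 22 of 42 genes of ribosome biogenesis and lowered 13 of 31 FOXO targets and feedback genes. The share of mitochondrially encoded counts was lower in Insulin than in Control libraries, from 5.14% to 5.18% against 5.59% to 6.64%, so that it moved with these lists. The adjusted p with an estimated correlation from camera was 0.0108 and 0.0073 without Control library 1, which stood apart. Of 42 genes of ribosome biogenesis, 22 rose, none fell and 20 did not pass (30 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0028 with an estimated correlation from camera), among them DDX21, a helicase of the nucleolus (log2 fold change 0.21), UTP20 (0.26), EBNA1BP2 (0.22) and TSR1 (0.20). The count was 14 and 12 without Control library 2 and Insulin library 2. In Viperin cells 19 rose and none fell (26 higher and 0 lower when adjusted over the list alone, adjusted p = 0.0033 with an estimated correlation), and the count was 12 and 11 without Viperin library 1 and Viperin + Insulin library 1. Of 31 FOXO targets and genes of insulin signaling feedback, 13 fell, 1 rose and 17 did not pass in control cells (18 lower and 2 higher when adjusted over the list alone, adjusted p = 0.0015 with an estimated correlation). PIK3IP1, an inhibitor of PI3K, had a log2 fold change of -0.74 (standard error 0.10, adjusted p = 2.4e-07 from edgeR) and KLHL24 one of -0.35 (standard error 0.05, adjusted p = 2.9e-07 from edgeR). In Viperin cells 13 fell and 2 rose (17 lower and 2 higher when adjusted over the list alone, adjusted p = 0.0033 with an estimated correlation), and 1 rose without Viperin library 1 or 2 or Viperin + Insulin library 1.

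Among the genes with the smallest p for a difference of the insulin responses, SLC22A3 had a log2 fold change of 0.56 in control and -0.35 in Viperin cells, BDNF -0.09 and 0.22, and RPL26 0.04 and 0.45, each with an adjusted p = 0.0532 from edgeR. SLC3A2 had a log2 fold change of 0.44 with insulin in control cells (adjusted p = 5.5e-11 from edgeR).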
